A study of Mus musculus with 2 samples. Its data were reported in "Cancer Growth and Invasion Are Increased in the Tight Skin (TSK) Mouse" (2025).

How the data were processed

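Skin of male C57BL/6 mice aged 6 to 8 weeks was profiled by droplet single-cell RNA sequencing, with 1 library from wild-type (WT) mice and 1 from tight skin (TSK) mice. TSK mice carry a duplication inside Fbn1, the gene of fibrillin-1, the main protein of extracellular microfibrils. Each library was made from pooled skin of several mice of 1 genotype, so the spread between mice could not be measured. The labels place the skin on the flanks, whereas the study's methods name dorsal skin. The tissue was minced and digested with collagenases and DNase, strained, and depleted of red cells and dead cells, with no selection for a cell type. Libraries were made with the 10x Genomics Next GEM 3′ chemistry, which counts molecules by unique molecular identifiers (UMIs) at the 3′ ends of transcripts. Such counts measure the level of Fbn1 and do not see which copy of the duplicated exons a transcript holds.

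The deposited matrices hold raw UMI counts per gene and cell barcode, which the authors made with Cell Ranger 9.0.1, per the submitters' processing notes, which also name the mouse build mm10. They are filtered matrices, so barcodes without a cell call were not analysed here. The features number 33696, and 1684 of their identifiers are absent from GENCODE M21, so the annotation behind the counts was another release. Gene positions given here are those of GENCODE M21 on GRCm38 and do not come from the matrices. Symbols carried by more than 1 identifier (52 symbols) were kept apart by identifier.

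The cell filter was the one stated in the study's methods: 200 to 10000 genes, 500 to 10000 UMIs and at most 10% mitochondrial UMIs. Counts of the kept cells of both libraries were scaled to 10000 per cell and log-transformed, and 2000 variable genes, 30 principal components, 15 neighbours and Leiden clustering at resolution 1 were used (scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9, scikit-learn 1.9.0, Python 3.11.15). No batch integration was applied. Each of the 31 clusters was named from markers fixed before the data were examined. A cluster scored, per class, the mean of its markers' rescaled log2 levels, and took the best class if at least 3 markers were detected above background, the score reached 0.4 and the margin over the next class reached 0.1. The limits on score and margin were set after the data were seen. Clusters whose 10 leading genes held more markers of another class than of their own stayed unnamed. Clusters 15, 24 and 28 stayed unnamed. The clusters scoring best for macrophage and dendritic markers were read as 1 class. Names are rebuilt here and need not match the study's own cell types, which may account for part of any difference from it. The study's methods name no doublet caller, and no doublets were removed for the main values. Scrublet, run as an alternative, called 25 of 8379 cells (0.298%), too few to have worked.

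For each class and library UMIs were summed over cells and scaled by the class total to CPM, the usual unit of counts relative to library size. A sum of UMIs has an exact Poisson interval, a share of cells a Clopper-Pearson interval, and a ratio of sums or shares a conditional binomial interval, all at 95% (scipy 1.17.1). These intervals cover counting error only. With 1 library per group no test between genotypes exists, so no p-value is given, and higher or lower compares these libraries and not the genotypes. A count of 0 was read as allowing up to 3 counts. Genes were named by a rule fixed before the data were examined. In fibroblast-like cells these were the 12 genes highest and the 12 lowest in TSK, and in keratinocyte-like, macrophage and dendritic-like and endothelial-like cells the 5 highest and the 5 lowest. Genes were ranked by the interval bound of the ratio nearest to 1, among genes with at least 50 CPM in the higher library and at least 0.25 of their highest level in any class there. Mitochondrial and ribosomal protein genes were left out. A few results for single genes are not reported here. Fbn1, Mfap5, Fstl1, Ccn3, Ildr2, Pf4 and Retnla, which the study names, and members of the fixed lists could be named besides.

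Gene lists were also fixed before the data were examined, 37 in all, covering matrix, fibroblast subtypes, signalling, stress, immune and epithelial programmes and markers of other cell types. A list member was measured if its mean over both libraries was at least 5 CPM. A list's median log2 ratio is given relative to the median of all measured genes of the class, with its percentile among 10000 random lists of the same size matched on mean expression in 20 bins, and with the number of members at least 1.5-fold higher or lower by their uncorrected ratio. The percentile describes these libraries and tests nothing between genotypes. Redrawing the measured members 2000 times gave each median an interval over members. Some lists with a percentile near 0 or 100 had an interval that held 0. In fibroblast-like cells these included the microfibril, small leucine-rich proteoglycan, complement, BMP, prostaglandin, CCN and interferon lists. The median of all measured genes was 0.05 in fibroblast-like, -0.03 in keratinocyte-like, -0.13 in macrophage and dendritic-like and 0.25 in endothelial-like cells (log2 TSK over WT), while single-gene ratios are given without this correction. To compare shares of cells with Fbn1 UMIs at equal depth, each cell was thinned to 2000 UMIs and shallower cells were left out.

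The interval and list steps were tested on simulated counts for fibroblast-like cells. Over 10126 genes, 100 genes made 2-fold higher had a median log2 ratio of 1.01 and 100 made 2-fold lower one of -1.01, and the interval held the true value for 98% of each. It held it for 95.8% of unchanged genes. For list medians, a list of 15 genes made 2-fold higher had a median of 1.01 at percentile 100, and 4.5% of 200 unchanged lists lay in the outer tails of the random lists. The simulated genes were independent Poisson counts, without shared regulation of list members or UMIs clumped in few cells. The simulation therefore checks the computation and not how intervals or percentiles behave in real cells. Alternatives covered the upper and lower UMI limits, a mitochondrial limit of 5%, Scrublet doublets, resolution, separate clustering, scaling by the median of ratios, a mean over cells, thinning, the level minimum, the fold limit, the named-gene rule and the share denominator. Pools of clusters taken as fibroblast-like were added after the data were seen. Figures were drawn with matplotlib 3.10.9.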

Results

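Both libraries were of similar size, with 8849 barcodes and 81598283 UMIs in WT skin and 8935 barcodes and 91456022 UMIs in TSK skin. The median barcode held 5884 UMIs and 2089 genes in WT and 6937 UMIs and 2444 genes in TSK, and the median mitochondrial share was 0.916% and 0.789%. The filter kept 4399 WT cells (49.7%) and 3980 TSK cells (44.5%), with medians of 4110 and 3830 UMIs. Most of the removed barcodes exceeded the upper limit of 10000 UMIs, as 2860 WT barcodes (32.3%) and 3665 TSK barcodes (41.0%) did. The mitochondrial limit was exceeded by 255 and 143 barcodes, 1440 and 1249 held fewer than 200 genes, and none exceeded 10000 genes. The male label of both libraries was checked on Xist, the X-inactivation RNA, which had 4 UMIs in WT and 0 in TSK, and on Y-linked Ddx3y, at 149 and 141 CPM. There were no replicates: each genotype is 1 pooled library.

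The first comparison asked whether WT and TSK skin hold the same cell types in the same proportions. TSK skin held a smaller share of keratinocyte-like cells, the epithelial cells of epidermis and hair follicle, and a larger share of macrophage and dendritic-like cells, the phagocytes and antigen-presenting cells of skin. Keratinocyte-like cells were 7.57% of WT cells (333 cells, interval 6.81 to 8.39%) and 2.79% of TSK cells (111 cells, 2.30 to 3.35%), which is 2.71-fold lower. Macrophage and dendritic-like cells were 3.75% (165 cells, 3.21 to 4.36%) and 9.12% (363 cells, 8.24 to 10.1%), a ratio of 2.43 (2.02 to 2.94). The macrophage marker C1qa was found in 32 of these WT and 29 of these TSK cells. The larger share is therefore that of the whole class and does not by itself show more macrophages. Fibroblast-like cells, which make the collagenous matrix of the dermis, were the most frequent class, at 42.3% of WT (40.8 to 43.8%, 1861 cells) and 45.9% of TSK cells (44.3 to 47.4%, 1825 cells). Skeletal muscle-like cells were 15.9% and 20.8%, and T and NK-like cells 13.03% and 11.5%.

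Vascular, nerve and muscle stem classes had lower shares in TSK. The ratio of TSK to WT shares was 0.268 (0.148 to 0.461) for endothelial-like cells (70 and 17 cells), 0.248 (0.145 to 0.407) for lymphatic endothelial-like cells (89 and 20 cells) and 0.486 (0.333 to 0.6999) for mural-like cells (100 and 44 cells). It was 0.567 (0.440 to 0.727) for Schwann-like cells (191 and 98 cells) and 0.393 (0.254 to 0.594) for muscle satellite-like cells (90 and 32 cells). Melanocyte-like cells were 18 of the WT cells and 0 of the TSK cells, which allows a TSK share of up to 0.0754%. Red cell-like barcodes, a class that lysis was meant to remove, had a ratio of 1.40 (1.01 to 1.93), and unnamed clusters held 2.36% of WT and 1.61% of TSK cells. Neutrophil-like cells were 17 and 20 and B-like cells 17 and 11, and the neutrophil to lymphocyte ratio was 0.0288 (0.0167 to 0.0465) in WT and 0.0427 (0.0259 to 0.0668) in TSK, a difference not detectable at this depth.

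The upper UMI limit can set these shares, because it removed classes to different degrees. Without it 52.7% of WT and 66.7% of TSK fibroblast-like cells lay above 10000 UMIs, against 64.1% and 53.9% of keratinocyte-like, 22.2% and 6.65% of macrophage and dendritic-like and 2.84% and 2.95% of T and NK-like cells. Fibroblast-like cells then made up 49.1% of WT and 64.2% of TSK cells, keratinocyte-like cells 12.7% and 3.15%, and macrophage and dendritic-like cells 2.98% and 5.12%.

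**Figure D1:**
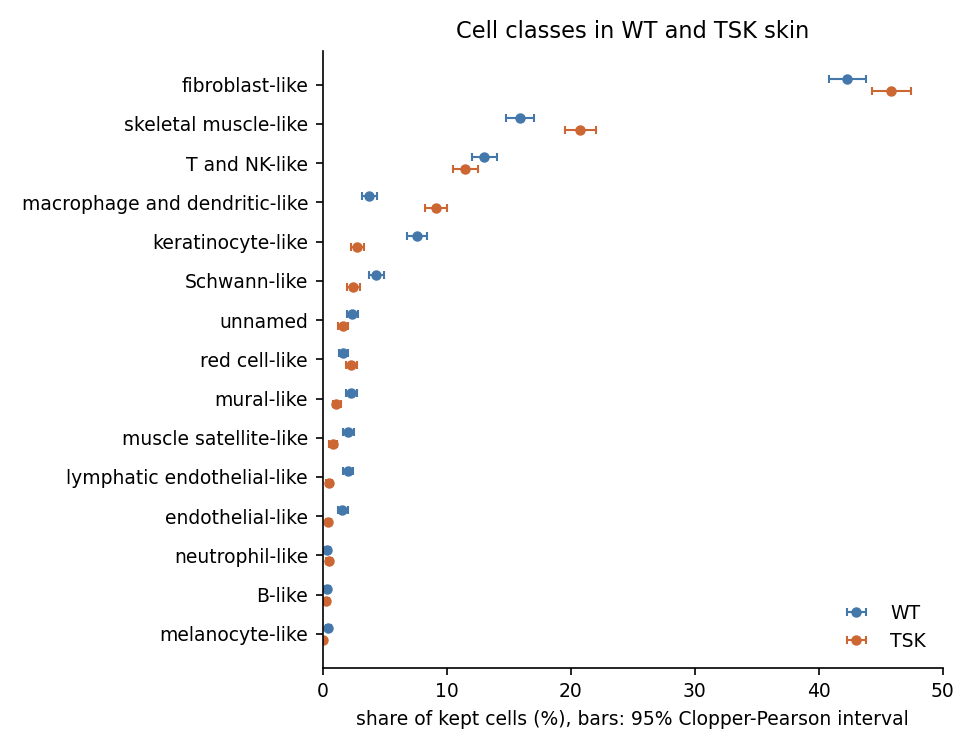
Share of kept cells in each class (%, horizontal axis) in the WT library (blue) and the TSK library (orange), with bars for the 95% Clopper-Pearson interval, which covers counting error only. Keratinocyte-like cells lie at 7.57% in WT and 2.79% in TSK, and macrophage and dendritic-like cells at 3.75% and 9.12%.

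Fbn1 carries the TSK duplication and was examined in every class. In GENCODE M21 it lies on the minus strand of chromosome 2 of GRCm38, from 125300594 to 125507993, under identifier ENSMUSG00000027204. Fbn1 was highest in fibroblast-like cells, where it stood at 1353 CPM in WT (1328 to 1377, 11997 UMIs) and 3275 in TSK (3237 to 3313, 29327 UMIs), a ratio of 2.42 (2.37 to 2.47). It was also higher in TSK in Schwann-like cells, the glia of skin nerves (132 and 496 CPM, ratio 3.77, interval 2.89 to 4.93), in muscle satellite-like cells (205 and 447, ratio 2.18, interval 1.60 to 2.95) and in mural-like cells (78.5 and 181, ratio 2.31, interval 1.41 to 3.76). In vascular endothelial-like cells it was 325 CPM in WT and 178 in TSK (ratio 0.546, 0.264 to 1.02, 104 and 11 UMIs), and in lymphatic endothelial-like cells 194 and 203 (1.05, 0.539 to 1.89). The unnamed clusters had 314 and 1592 CPM, and B-like and neutrophil-like cells 0 UMIs in WT and 1 in TSK each.

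Several other classes had low Fbn1 levels that were higher in TSK as well. T and NK-like cells had 12.2 CPM in WT and 65.5 in TSK (31 and 122 UMIs), skeletal muscle-like cells 13.7 and 90.3, macrophage and dendritic-like cells 9.99 and 96.9 (9 and 159 UMIs), keratinocyte-like cells 12.9 and 60.2 (25 and 38 UMIs) and red cell-like barcodes 73.1 and 133. The TSK levels of T and NK-like, skeletal muscle-like and keratinocyte-like cells lay between 60.2 and 90.3, against 3275 in fibroblast-like cells of that library. Without the upper UMI limit the log2 ratio was 1.28 in T and NK-like cells (2.43 with it), 0.85 in skeletal muscle-like cells (2.73) and 1.97 in muscle satellite-like cells (1.12). In red cell-like barcodes it was 0.87 and lay between 0.41 and 2.81 under the alternatives, and in macrophage and dendritic-like cells it was 2.19 when thinned to 2000 UMIs (3.28).

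**Figure D2:**
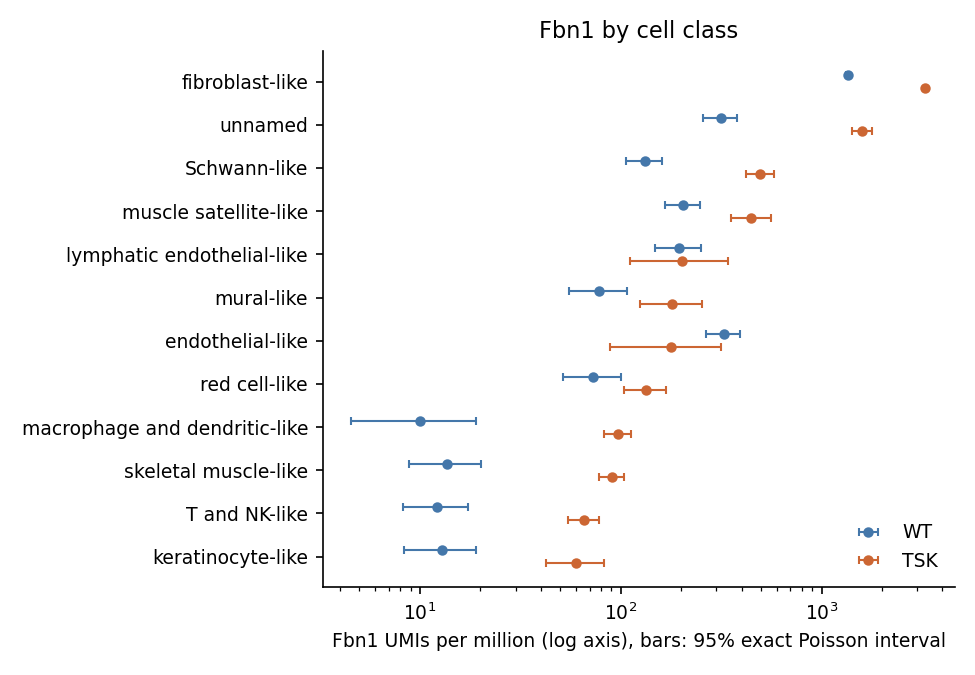
Fbn1 in CPM (horizontal log axis) per cell class in the WT library (blue) and the TSK library (orange), with bars for the 95% exact Poisson interval, leaving out classes with 0 UMIs or cells in a library. Fibroblast-like cells lie highest, at 1353 and 3275, and keratinocyte-like, T and NK-like and skeletal muscle-like cells lowest among those drawn in TSK.

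The next question was whether TSK skin holds fibroblasts with high Fbn1 that WT skin lacks. Fbn1 UMIs were found in most fibroblast-like cells of both libraries, and cells with many of them were more frequent in TSK. Among cells thinned to 2000 UMIs (1385 WT and 1424 TSK cells, with 476 and 401 shallower cells left out), 80.0% of WT cells (77.8 to 82.1%) and 89.3% of TSK cells (87.6 to 90.9%) had at least 1 Fbn1 UMI. At least 3 were found in 39.9% (37.3 to 42.6%) and 64.7% (62.2 to 67.2%), and at least 5 in 19.6% (17.5 to 21.8%, 271 cells) and 49.5% (46.9 to 52.1%, 705 cells). Without thinning the shares were 79.3% and 88.0% for at least 1, 57.2% and 71.6% for at least 3, and 43.4% and 62.0% for at least 5. T and NK-like cells, which should lack Fbn1, had at least 1 UMI in 1.88% of WT cells (10 of 531) and 11.5% of TSK cells (47 of 410). At least 3 UMIs were found in 1 WT and 0 TSK cells of this class, and at least 5 in 0 of either, which allows up to 0.565% and 0.732%. Median depths before thinning were 4650 and 4875 UMIs in fibroblast-like cells and 4373 and 3967 in T and NK-like cells.

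**Figure D3:**
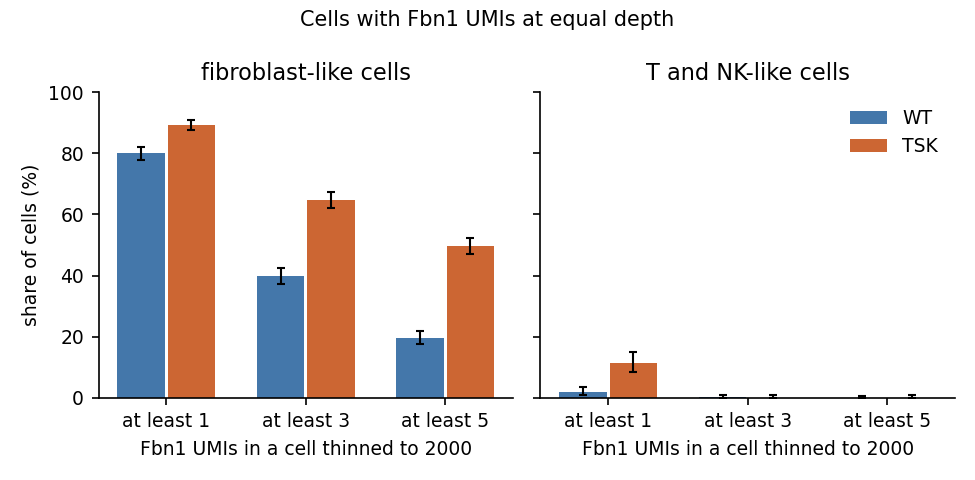
Share of cells (%, vertical axis) with at least 1, 3 or 5 Fbn1 UMIs after thinning to 2000 UMIs, in fibroblast-like cells (left) and T and NK-like cells (right), WT in blue and TSK in orange, with bars for the 95% Clopper-Pearson interval. At least 5 UMIs were found in 19.6% of WT and 49.5% of TSK fibroblast-like cells and in none of the T and NK-like cells.

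Fibroblast-like cells were the main comparison of gene expression between the genotypes. Beside Fbn1, other genes that the study names were higher in TSK. The study listed Fbn1, Mfap5, Ccn3 and Ildr2 as higher in TSK fibroblasts of these same libraries, so their direction here is not independent evidence. Mfap5, a microfibril-associated glycoprotein, stood at 474 CPM in WT and 977 in TSK (ratio 2.06, 1.99 to 2.14), and Ccn3, a matricellular regulator, at 13.4 and 90.9 (6.77, 5.58 to 8.28). Ildr2, an immunoglobulin-like domain receptor, was at 49.5 and 227 (4.59, 4.14 to 5.10), and Fstl1, a secreted follistatin-like glycoprotein, at 2045 and 2869 (1.40, 1.38 to 1.43). The genes highest in TSK by the fixed rule were Uchl1, a ubiquitin hydrolase (5.07 and 55.9, ratio 11.03, interval 8.12 to 15.3), Bmp6, a BMP ligand (12.3 and 94.1, ratio 7.66, interval 6.27 to 9.44), Mdfic2 (6.99 and 54.5), the long noncoding RNA Gm12381 (23.0 and 158) and Ccn3. They were followed by Cmah, which makes the sialic acid Neu5Gc (59.4 and 334, ratio 5.63, interval 5.13 to 6.18), Col12a1, a collagen that lies on the surface of fibrils (56.0 and 294, ratio 5.26, interval 4.77 to 5.80), Ildr2, the proprotein convertase Pcsk6 (128 and 513), Car8 (33.5 and 127), the bile acid receptor Nr1h4 (12.97 and 52.5) and the nuclear receptor Rorb (35.9 and 133).

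The genes lowest in TSK fibroblast-like cells were led by Sult1e1, an oestrogen sulfotransferase, at 136 CPM in WT and 21.6 in TSK (6.32-fold lower, ratio 0.158, interval 0.135 to 0.184), and Tnmd, tenomodulin, at 79.9 and 25.2 (3.17-fold lower). They were followed by the cadherin Cdh4 (122 and 41.2), Robo2, a Slit receptor (67.6 and 27.8), Lsamp (295 and 133) and Adam23 (138 and 61.0). The others were the phosphodiesterase Pde11a (152 and 55.6), the RNA-binding protein Igf2bp2 (155 and 61.3), carboxypeptidase Cpz (69.1 and 26.7), Lgi2 (223 and 101), the activin antagonist Fst (296 and 137) and interferon-inducible Ifi27l2a (700 and 331). Cdh4 and Robo2 were among the 10 leading genes of cluster 22, which held 98 WT and 29 TSK cells. Their lower sums may follow that cluster's share, which was not tested. The annotation places Mfap5 (ENSMUSG00000030116) on chromosome 6 from 122505845 to 122529290, Ccn3 (ENSMUSG00000037362) on chromosome 15 from 54745702 to 54754039, Fstl1 (ENSMUSG00000022816) on chromosome 16 from 37776873 to 37836514, and Ildr2 (ENSMUSG00000040612) on chromosome 1 from 166254139 to 166316823.

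Fibroblast-like cells of the libraries were spread differently over clusters that held cells of both: the largest cluster of WT cells was cluster 2 (682, against 315 in TSK) and that of TSK cells cluster 6 (550, against 119 in WT). With the clusters that held over 75% of their cells in 1 library left out (6, 22 and 29, an alternative added after the data were seen), the log2 ratio was 0.63 for Fbn1 (1.28 with them), 1.64 for Ccn3 (2.76) and 1.33 for Ildr2 (2.20), and without the upper UMI limit it was 3.52 for Ccn3 and 1.70 for Mfap5 (1.04 with it).

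**Figure D4:**
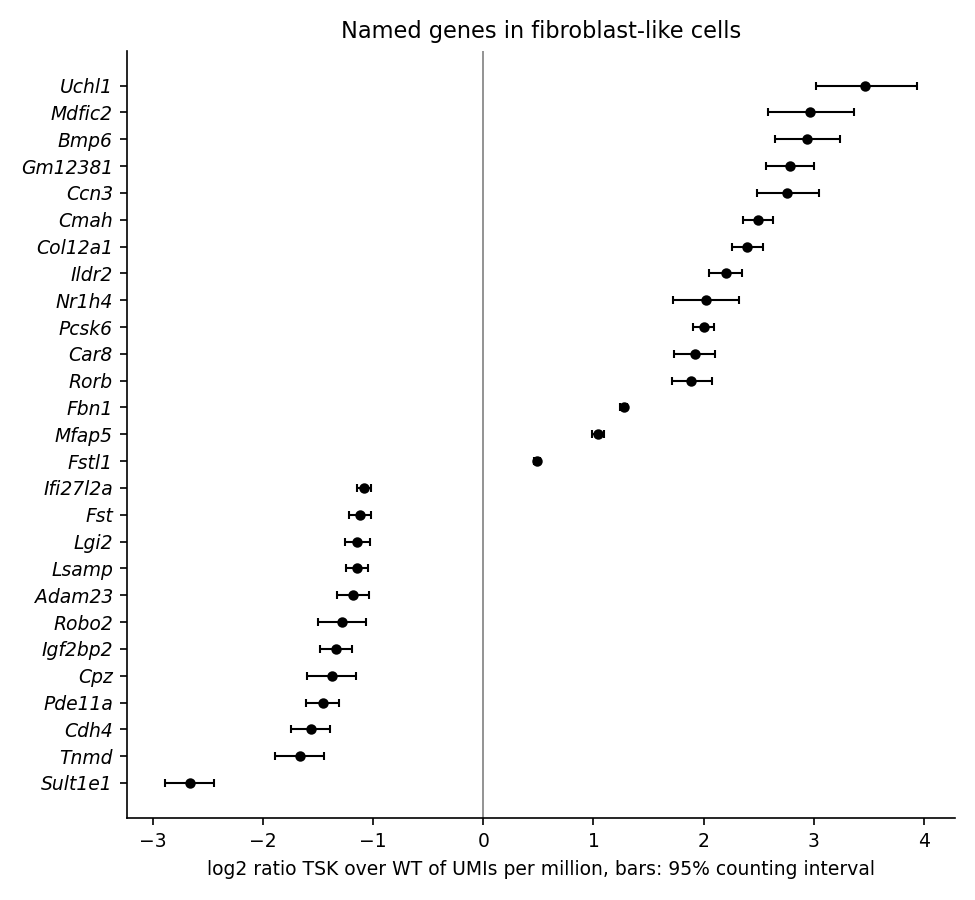
Log2 ratio TSK over WT of CPM (horizontal axis) in fibroblast-like cells for the 12 highest and 12 lowest genes and for Fbn1, Mfap5 and Fstl1, with bars for the 95% counting interval. Uchl1 lies highest and Sult1e1 lowest, and no bar crosses 0.

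Matrix genes of fibroblast-like cells were compared as lists. The microfibril and elastic fibre list had a median of 0.51 (percentile 100), with 8 of 16 measured members at least 1.5-fold higher and 1 lower. The interval over its members, -0.06 to 0.69, held 0. Fbn2 (27.6 and 49.8 CPM), Eln, elastin (379 and 632), Ltbp1, a latent TGF-beta binding protein (240 and 384), and Fbln2, a fibulin (388 and 621), were among the higher members, and Mfap4 (184 and 105) was lower. Hyaluronan and proteoglycan synthesis had a median of 0.57 (percentile 99.99, 5 of 10 higher, 0 lower), with the hyaluronan receptor Cd44 at 264 and 510 and the proteoglycan versican, Vcan, at 348 and 598. Fibrillar collagens had a median of -0.17 (percentile 18.7, 0 higher and 2 lower of 7): Col1a1 was at 16085 and 9600 (ratio 0.597, 0.592 to 0.602), Col1a2 at 13168 and 8764 and Col3a1 at 13287 and 12171. The other collagens had a median of -0.20 and a mean of 0.25, which differ in sign (percentile 5.7), as Col12a1, Col14a1 (414 and 1129) and Col8a1 (76.9 and 194) were higher and none of the 8 remaining members reached 1.5-fold.

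Small leucine-rich proteoglycans, which bind collagen fibrils, had a median of -0.50 (percentile 0.06, 0 higher and 2 lower of 8), with Ogn, osteoglycin, at 1542 and 987 among the lower members and Dcn, decorin, at 10889 and 8045 (ratio 0.739) not among them. Collagen processing and cross-linking had a median of -0.11 and a mean of 0.09 (percentile 11.2, 2 higher and 1 lower of 18), with the prolyl hydroxylase subunit P4ha3 at 2.37 and 21.6 and lysyl oxidase Lox at 319 and 201. Matrix proteases and inhibitors had a median of -0.19 (percentile 3.8), with cathepsin Ctsk at 575 and 294 among the 2 lower of 16 members. Without the clusters held mostly by 1 library, the fibrillar collagen median was 0.01 and the hyaluronan median 0.10.

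Of the fibroblast subtype lists, the adventitial median was above 0 and those of papillary, reticular and follicle-associated fibroblasts below it. Adventitial (Pi16) fibroblast genes, marking cells of deep dermis and fascia, had a median of 0.54 (percentile 100, 8 of 15 higher, 0 lower), with Limch1 at 75.2 and 259, Anxa3 at 297 and 631, Sema3c at 457 and 894 and Dpp4 at 313 and 542, while Pi16 itself was at 784 and 825. Papillary fibroblast genes, marking upper dermis, had a median of -0.71 (percentile 0, 4 of 7 lower), with Trps1 at 69.2 and 24.01, and dermal papilla and sheath genes a median of -1.01 (percentile 0, 3 of 5 lower), with the Wnt potentiators Rspo2 at 35.0 and 10.1 and Rspo3 at 18.2 and 3.91. Unnamed cluster 28 (49 WT and 26 TSK cells) had Crabp1 and Col23a1 of the papillary list among its 10 leading genes. Its cells are not part of the fibroblast-like class. Reticular and adipogenic fibroblast genes had a median of -0.51 (percentile 0.02, 1 higher and 5 lower of 11), among them lipoprotein lipase, Lpl, at 551 and 308. Myofibroblast and contractile genes had a median of 0.11 (percentile 83.1, 2 of 8 higher, 0 lower), while smooth muscle actin, Acta2, was at 6.76 and 5.14. Without the clusters held mostly by 1 library, the papillary median was 0.05 and the reticular median -0.14.

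**Figure D5:**
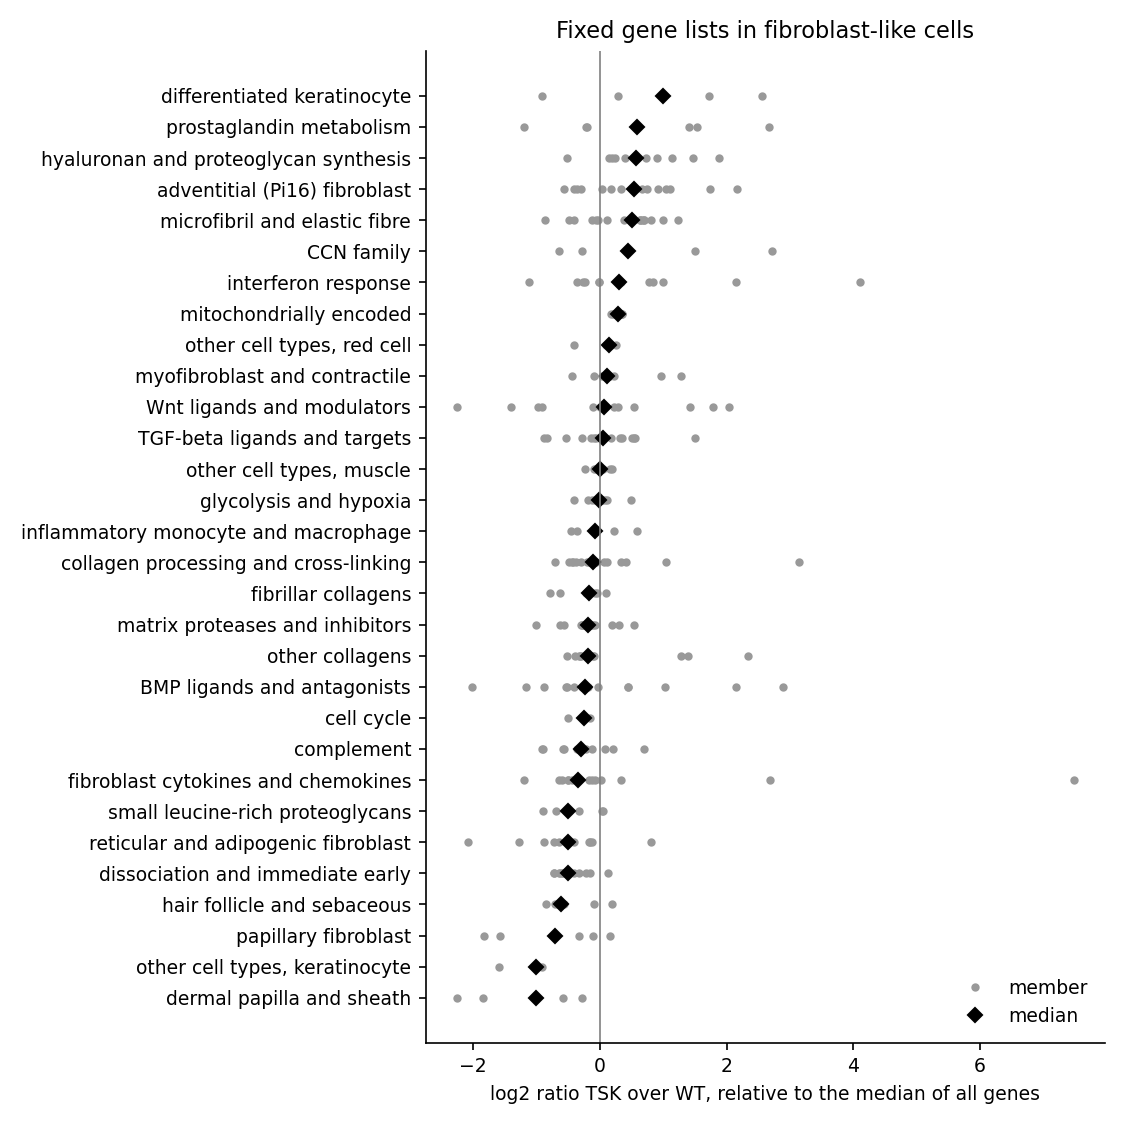
Log2 ratio TSK over WT relative to the median of all measured genes (horizontal axis) in fibroblast-like cells for each fixed list with at least 3 measured members, with grey points for members and black diamonds for medians. The microfibril list lies at 0.51, the adventitial list at 0.54 and the dermal papilla list at -1.01.

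Signalling lists were mixed. Prostaglandin metabolism had a median of 0.59 (percentile 99.97, interval over members -0.22 to 1.53, 4 higher and 1 lower of 7), with the cyclooxygenases Ptgs1 at 6.65 and 43.7 and Ptgs2 at 223 and 346, while the prostaglandin-degrading Hpgd was at 112 and 50.4. The CCN family had a median of 0.44 (percentile 99.1, interval over members -0.64 to 2.71, 2 higher and 1 lower of 5), with Ccn2, connective tissue growth factor, at 57.4 and 168. TGF-beta ligands and targets had a median of 0.05 (percentile 79.4, 2 higher and 2 lower of 14), and Wnt ligands and modulators one of 0.07 (percentile 77.0, 3 higher and 4 lower of 13), with Wnt2 at 26.2 and 93.0 and the secreted antagonist Sfrp1 at 311 and 164. BMP ligands and antagonists had a median of -0.23 and a mean of 0.07 (percentile 0.56): Bmp2 (29.0 and 60.9), Bmp3 (9.13 and 41.9) and Bmp6 were higher, and the antagonists Grem1 (8.79 and 2.23) and Fst were among the lower members. Fibroblast cytokines and chemokines had a median of -0.35 and a mean of 0.35 (percentile 0.04, 2 higher and 2 lower of 15), where the neutrophil chemokine Cxcl5 had 2 UMIs in WT and 374 in TSK and Il34, a growth factor of macrophages, was at 8.00 and 53.0. Cxcl5 led cluster 29, which held 9 WT and 50 TSK cells.

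Complement genes had a median of -0.29 (percentile 0.41, 1 higher and 2 lower of 10), with C3 at 1015 and 555 and C7 at 1007 and 556. The interferon response list had a median of 0.30 (percentile 99.75, interval over members -0.23 to 0.83, 5 higher and 1 lower of 13), with Isg15 at 31.6 and 65.2, and -0.30 without the clusters held mostly by 1 library. Dissociation and immediate early genes, which respond to tissue digestion, had a median of -0.51 (percentile 0, 3 of 16 lower, Fosb, Zfp36 and Atf3), and Fos, at 4799 and 3580, did not reach 1.5-fold. Mitochondrially encoded genes had a median of 0.29 (percentile 99.8, none of 13 at 1.5-fold), and -0.17 without the upper UMI limit. Glycolysis and hypoxia had a median of -0.01 (percentile 43.4, 0 of 11 at 1.5-fold), cell cycle one of -0.24 (percentile 10.1, 3 measured), and inflammatory monocyte and macrophage genes one of -0.07 (percentile 38.3, 4 measured).

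Markers of other cell types in fibroblast-like cells were measured as a sign of free RNA or mixed barcodes. Muscle markers had a median of 0.00 (percentile 47.6), red cell markers 0.14 (percentile 83.2) and keratinocyte markers -1.01 (percentile 0.18, 3 of 3 measured members lower, with Krt10 at 44.3 and 24.2). Of differentiated keratinocyte genes, with a median of 1.00 (percentile 99.96, 4 measured), Sbsn (52.5 and 179) and Dmkn (14.7 and 89.1) were higher and Krt10 lower, and hair follicle and sebaceous genes had a median of -0.61 (percentile 0, 3 of 6 lower). Sbsn was among the 10 leading genes of cluster 14, a fibroblast-like cluster, so its level need not be a sign of keratinocyte RNA. In TSK, however, Sbsn and Dmkn were highest in keratinocyte-like cells (705 and 608 CPM), and their source in fibroblast-like cells was not tested. Schwann markers had 2 measured members with a median of 0.15, mural markers 1 at -0.44, antigen presentation 1 at 0.51, basal keratinocyte 1 at -1.57 and resident macrophage 1 at -0.77. Endothelial and myeloid markers had 0 measured members.

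Keratinocyte-like cells were compared because the study described fewer of them in TSK skin, with more Fbn1, Mfap5 and Fstl1. That description came from these same libraries, so the directions here are not independent evidence of it. All of these genes were higher in TSK here: Fbn1 at 12.9 (8.36 to 19.1) and 60.2 (42.6 to 82.6) CPM, Mfap5 at 6.72 and 39.6 (ratio 5.90, 2.90 to 12.6, 13 and 25 UMIs) and Fstl1 at 26.3 and 76.0 (2.89, 1.90 to 4.37, 51 and 48 UMIs). By the fixed rule the genes highest in TSK included 2310046K23Rik (14.98 and 116), the protease inhibitor Spink5 (104 and 426, ratio 4.08, interval 3.39 to 4.93), the glucocorticoid-induced chaperone Fkbp5 (35.1 and 147) and the epidermal protease Klk7 (17.0 and 77.6). The lowest were Gm94 (99.7 and 25.3), the follicle stem cell receptor Lgr6 (78.5 and 25.3), the suprabasal keratin Krt1 (1233 and 634, ratio 0.514, interval 0.461 to 0.571), Igfbp3 (241 and 112) and Clca2 (116 and 47.5).

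The same fibroblast genes stood at similar levels in T and NK-like cells of the TSK library, at 65.5 for Fbn1, 41.9 for Mfap5 and 84.8 for Fstl1. The share of these genes relative to Col1a1, Col1a2, Col3a1, Sparc and Dcn, taken from fibroblast-like cells of the TSK library, predicted their levels in keratinocyte-like cells with observed-to-predicted ratios of 0.838 (0.593 to 1.15) for Fbn1, 1.85 (1.20 to 2.73) for Mfap5 and 1.21 (0.891 to 1.60) for Fstl1. In WT the ratios were 0.851, 1.26 and 1.15. Matrix list medians in keratinocyte-like cells were 0.88 for microfibril and elastic fibre (6 of 11 at least 1.5-fold higher in TSK), 1.13 for fibrillar collagens (3 of 5, percentile 100 for both) and 0.92 for small leucine-rich proteoglycans (3 of 6), while Col1a1 was at 166 and 157 (ratio 0.943, 0.745 to 1.18) and collagen processing had 2 of 11 higher and the other collagens 2 of 10.

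Basal keratinocyte genes of keratinocyte-like cells had a median of -0.22 (percentile 0.325, none of 7 at 1.5-fold), with Krt5 at 3291 and 2764, and differentiated keratinocyte genes one of -0.30 (percentile 0.05, 1 higher and 3 lower of 10), with Dsg1a, a desmoglein, at 450 and 295. Hair follicle and sebaceous genes had a median of -0.07 (percentile 22.0). Dissociation and immediate early genes had a median of 0.46 (percentile 100, 4 of 16 higher), with Fos at 3166 and 4815, while red cell markers had one of -3.42 (percentile 0), with Hbb-bs at 2213 and 166. Averaging over cells gave a log2 ratio of 3.39 for Fbn1 (2.22 from sums), and without the upper UMI limit that of Fstl1 was 2.32 (1.53 with it).

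Macrophage and dendritic-like cells formed 1 cluster, cluster 12, with 165 WT and 363 TSK cells. Summed over this class, interferon-induced genes were higher in TSK, and genes of resident macrophages and of antigen presentation lower, as were 3 of the 4 measured general myeloid markers (median -1.16, percentile 0). The mix of its subclusters differed as well, as subcluster 5 held 6 WT and 76 TSK cells and subcluster 1 held 50 and 41, and the lists were not reweighted for it, so these medians do not separate the mix from levels within cells. The interferon response list had a median of 1.498 (percentile 100, 11 of 13 higher, 0 lower), with the antiviral gene Rsad2 at 280 and 1337 CPM (ratio 4.78, 4.20 to 5.47), the ubiquitin-like modifier Isg15 at 438 and 1773, Ifit1 at 19.97 and 154 and Mx1 at 181 and 468. Resident macrophage genes had a median of -1.31 (percentile 0, 7 of 8 lower), with the mannose receptor Mrc1 at 358 and 205 and the folate receptor Folr2 at 32.2 and 9.14, while F13a1 was at 325 and 407. Antigen presentation had a median of -0.80 (percentile 0, 6 of 8 lower), with the MHC class II genes H2-Aa at 3205 and 1195 and H2-Eb1 at 2638 and 925. Inflammatory monocyte and macrophage genes had a median of 0.46 (percentile 98.99, 5 higher and 1 lower of 11), with Plac8 at 2533 and 4513, Ly6c2, a marker of classical monocytes, at 871 and 1396, and Chil3 at 94.3 and 227.

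Pf4, a chemokine of resident macrophages that the study names, was at 418 CPM in WT (377 to 463) and 50.6 in TSK (40.3 to 62.7), 8.27-fold lower, and Retnla was at 299 and 58.5 (ratio 0.196, 0.154 to 0.248). The study reported the opposite direction in other samples: both genes higher in macrophages of TSK ovarian tumours, and Retnla higher in bulk TSK skin. In melanoma and breast tumours of TSK mice it gave both as higher, without statistical significance. The class here mixes macrophages with dendritic cells. Its macrophage marker C1qa was lower in TSK as well (294 and 104 UMIs, in 19.4% and 7.99% of cells), so the comparison is not between like cells. Few cells carried Pf4 or Retnla here: Pf4 was found in 21 WT (12.7%) and 17 TSK cells (4.68%), with 76.9% and 80.7% of its UMIs in the top 5 cells, and Retnla in 4 and 2 cells. Without the upper UMI limit Retnla was at 408 and 711, in 8 and 4 cells, so that its direction turned, and Pf4 at 353 and 57.3. In fibroblast-like cells without that limit Retnla was low and also higher in TSK, at 0.62 and 2.54 CPM (24 and 175 UMIs, ratio 4.06, 2.64 to 6.51). By the fixed rule the highest genes in TSK were AA467197 (2 and 83 UMIs), the T cell-attracting chemokine Cxcl9 (12.2 and 135, ratio 11.03, interval 6.05 to 22.4), Ifit1, the interferon-induced GTPase Irgm2 (4.44 and 50.6) and Rsad2. The lowest were the plasmacytoid dendritic marker Siglech (51 and 0 UMIs, upper bound of the ratio 0.0412), the prostaglandin D synthase Hpgds (49 and 2 UMIs, ratio 0.0224, interval 0.00264 to 0.0854), Eml5 (46 and 4 UMIs), Pf4 and macrophage elastase Mmp12 (48 and 6 UMIs). Red cell markers were higher in these TSK cells (median 3.22, percentile 100, Hbb-bs at 270 and 2208), as were fibrillar collagens (1.66) and microfibril genes (2.70).

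Endothelial-like cells numbered 70 in WT and 17 in TSK, which limits precision. By the fixed rule the highest genes in TSK were elastin, Eln (629 and 2179 CPM, ratio 3.47, interval 2.77 to 4.33), the transcription factor Zbtb16 (119 and 516, ratio 4.34, interval 2.63 to 7.14), Hs3st5 (0 and 4 UMIs), Ints10 (1 and 5 UMIs) and Enc1 (3 and 7 UMIs). The lowest were Mctp1 (101 and 1 UMIs), Cpeb4 (56 and 0 UMIs), Cmpk2 (40 and 0 UMIs), endothelial early response gene Apold1 (472 and 113) and the autophagy receptor Sqstm1 (328 and 64.6). Endothelial markers had a median of -0.33 (percentile 28.4), the microfibril list 0.43 (percentile 94.5), the interferon list -0.42 (percentile 8.4), dissociation genes -0.58 (percentile 0.24) and red cell markers -3.36 (percentile 0).

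Genes apart in the same direction in several classes at once were counted. At 2-fold, 8 genes were higher in TSK (Sulf1, Gm12381, Uchl1, Gm20337, Sfrp4, Bmp6, Tnfrsf11b and Pla1a) and 5 lower (Itga8, Gatm, Lck, Svip and Gm15420) in fibroblast-like, keratinocyte-like, macrophage and dendritic-like, endothelial-like and at least 1 other class, and 8 of these 13 had 1 UMI over both libraries in at least 1 class. At 1.5-fold there were 15 higher and 33 lower, and most of the lower ones had 0 UMIs in the 17 TSK endothelial-like cells.

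Genes that the study lists as differing were looked up in fibroblast-like cells. Of its genes higher in TSK bulk skin, 136 were measured here, with a median of 0.24 (percentile 100, 49 higher and 9 lower at 1.5-fold), and of those lower in TSK bulk skin, 0 were measured. Its lists from fibroblasts, of which the copies used here hold fewer names than the study states, were chosen on these same libraries and are not independent evidence of their direction: of genes listed as higher in TSK, 92 were measured (median 1.79, 91 higher), and of genes listed as higher in WT, 68 were measured (median -1.43, 59 lower). Of the 250 names found for the WT list, 26 had their highest level in fibroblast-like cells, against 57 in keratinocyte-like, 56 in Schwann-like and 56 in mural-like cells. For the TSK list 68 of the 121 names found (56.2%) were highest in fibroblast-like cells.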

Values the study reported

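The study pooled dorsal skin from 3 TSK mice and 3 WT littermates for single-cell sequencing. It kept cells with 200 to 10,000 genes, 500 to 10,000 UMIs and at most 10% mitochondrial counts. In bulk skin it called 185 genes higher in TSK and 10 higher in WT at a fold change above 2.5 with p below 0.01 after correction, and 28 of the 185 were shared with a 100-gene signature of activated cancer-associated fibroblasts. In fibroblasts of the single-cell data it called 123 genes besides Fbn1 higher in TSK and 253 higher in WT.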

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

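Of the tests below, the reweighting of fibroblast and macrophage subclusters and the doublet test were set before their results were seen, and the tests of the upper UMI limit, the endothelial-like cells, the free RNA, the other subcluster resolutions and the clusters held mostly by 1 library were chosen after.

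Barcodes above the upper UMI limit hold fibroblast-like profiles that the main comparisons do not use. There were 3274 of them in TSK and 1876 in WT. Fbn1 stood at 3762 CPM in these TSK barcodes and 1602 in WT, and Ccn3 at 157.4 and 13.07, so both genes lay above the WT level there too. Mfap5 was at 1783 and 537.5 in the same barcodes, and Col1a1 at 8774 and 19187.

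The higher Fbn1 level in TSK fibroblast-like cells was weighed against 3 technical explanations. A change in the mix of subclusters drawn without the 1266 genes that were 2-fold apart is argued against as the whole cause. With WT subclusters reweighted to the TSK mix, the log2 ratio was 0.85 (0.80 to 0.89), against 1.28 unweighted, so a part goes with the mix. Cells told apart mainly by the genes left out would not appear as a change in mix, so such a change stays open. Other subcluster resolutions gave 0.87 and 0.84, the latter with a lower bound of 0.79, just under the bound set beforehand, and leaving out clusters held mostly by 1 library gave 0.63, while 14 of 15 subclusters with at least 20 cells per library had ratios of 1.02 to 2.66. The upper UMI limit is also argued against, since the log2 ratio was 1.26 without it, and so is a shift of equal size in every class, since it was -0.45 (-1.12 to 0.16; 159 and 37 cells) in vascular and lymphatic endothelial-like cells together, though under the main settings the ratio was 1.82 to 9.70 in Schwann-like, T and NK-like, keratinocyte-like, macrophage and dendritic-like, mural-like, satellite-like, red cell-like and skeletal muscle-like cells. A shift shared by most classes stays open. In TSK T and NK-like cells, however, Fbn1 was 1.06 (0.884 to 1.27) times the level predicted from the fibroblast-like profile. It was 0.919 (0.792 to 1.06) times that level in TSK skeletal muscle-like and 0.838 (0.593 to 1.15) times in TSK keratinocyte-like cells. The ratios of these classes may thus come from free fibroblast RNA and do not show a shift within the cells. A difference between the pools of mice other than genotype stays open with the genotype itself, since each was sequenced once.

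The higher Fbn1, Mfap5 and Fstl1 in TSK keratinocyte-like cells may come from free fibroblast RNA. Its median observed-to-predicted level was 1.21 (0.838 to 1.85 over the genes), and T and NK-like cells held each gene at 1.06 to 1.12 times the keratinocyte-like level. Mfap5 lay above its prediction. Whether a few doublets with fibroblasts add to it cannot be told apart from these data, as the top 6 cells held 45.2% of the UMIs of the fibroblast genes, between the shares set for and against it. Expression by keratinocytes themselves was not separately tested.

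The upper UMI limit is argued against as the cause of the lower Pf4 in TSK macrophage and dendritic-like cells. Without it the log2 ratio was -2.62 (-2.92 to -2.33), against -3.05 with it. This interval and those below take each UMI as independent. Without the limit, however, the top 5 cells held 63.6% of WT and 83.6% of TSK Pf4 UMIs. The intervals are therefore too narrow and leave out the spread between cells. A change in the mix of subclusters cannot be told apart from a lower level within them: reweighting gave -1.57 (-1.93 to -1.23), and other subcluster resolutions gave -1.55 and -2.36 (-2.75 to -2.02), the latter past the limit set beforehand for a lower level within subclusters, though not with its whole interval. At the first resolution the value lay between the limits set beforehand, and in the subcluster that held 374 of the 377 WT and 67 of the 83 TSK UMIs of Pf4 its level was 1417 CPM in WT and 399 in TSK. The genotype stays among the open explanations, untested.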

How the results depend on the processing

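Leaving out fibroblast-like clusters held mostly by 1 library and adding unnamed clusters were chosen after the data were seen. No paired analysis was possible because each genotype is 1 pooled library. Among values that answer a comparison, 600 stayed within their main interval under the alternatives set beforehand, 67 lay outside it and 2 turned direction. The added alternatives gave 53, 15 and 2. For single genes and class shares the main interval is the counting interval. For list medians it is a bootstrap interval, made by redrawing the measured list members 2000 times. That interval covers the spread over members and not counting error. A value was counted as turned only where its main interval excluded 0, so changes of sign in medians whose interval held 0, such as interferon, glycolysis, muscle markers and red cell markers below, are not among the turned. For single named genes these were 453 within and 67 outside, and 27 and 19 for added alternatives. Values below are log2 ratios of TSK over WT or list medians, with the main value in brackets, and the cause of a move was not tested.

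Without the upper UMI limit the mitochondrial list turned to -0.17 (0.29) and Retnla to 0.80 (-2.35). Fbn1 was then 2.43 in Schwann-like (1.91), 1.28 in T and NK-like (2.43), 1.97 in satellite-like (1.12), 2.05 in red cell-like (0.87) and 0.85 in skeletal muscle-like cells (2.73). Ccn3 was 3.52 (2.76), Fstl1 0.75 (0.49), Mfap5 1.70 (1.04), keratinocyte-like Fstl1 2.32 (1.53) and Pf4 -2.62 (-3.05). Glycolysis was 0.34 (-0.01), matrix proteases -0.11 (-0.19), other collagens -0.50 (-0.20) and reticular genes -0.94 (-0.51). Shares gave -0.41 for T and NK-like (-0.18), 0.39 for fibroblast-like (0.12), -2.02 for keratinocyte-like (-1.44), 0.78 for macrophage and dendritic-like (1.28) and 0.13 for skeletal muscle-like cells (0.39), and the gap in cells with at least 5 Fbn1 UMIs was 36.3 points (29.9). With clusters held mostly by 1 library left out, fibrillar collagens turned to 0.0050 (-0.17) and papillary genes to 0.052 (-0.71). Fbn1 was 0.63 (1.28), Ccn3 1.64, Fstl1 0.21, Ildr2 1.33 (2.20), Mfap5 0.87, cell cycle -0.041 (-0.24), dissociation -0.29 (-0.51), glycolysis 0.084, hyaluronan 0.10 (0.57), interferon -0.30 (0.30), muscle markers -0.21 (0.00), red cell markers 0.64 (0.14) and reticular genes -0.14. Adding unnamed clusters gave 0.52 for Fstl1 and -0.60 for cell cycle. Thinning to 2000 UMIs gave Fbn1 1.33 in fibroblast-like, 2.19 in macrophage and dendritic-like (3.28), 1.60 in red cell-like and 3.49 in skeletal muscle-like cells, Ccn3 2.38, Fstl1 0.44, Mfap5 1.10, matrix proteases -0.32, muscle markers -0.11, red cell markers 0.78 and Retnla -3.42. A mean over cells gave Fbn1 1.32 in fibroblast-like and 3.39 in keratinocyte-like cells (2.22), Ildr2 1.89, Mfap5 0.82, mitochondrial genes 0.20, keratinocyte markers -1.68 (-1.01), muscle markers 0.32, red cell markers 0.52, keratinocyte-like Fstl1 2.503, Pf4 -2.52 and Retnla -1.42. Median of ratios scaling gave Fbn1 1.23 in fibroblast-like and 1.67 in red cell-like cells and Fstl1 0.45, and the median log2 ratio of genes at 20 CPM or more, which such scaling brings near 0, was 0.18 in endothelial-like and -0.10 in macrophage and dendritic-like cells before it. At least 1000 UMIs gave red cell-like Fbn1 2.81, Mfap5 1.10, cell cycle -0.58 and keratinocyte-like Fstl1 2.27. Lower resolution gave red cell-like Fbn1 2.80, Fstl1 0.52, cell cycle -0.60 and red cell markers -0.69. Separate clustering gave Fstl1 0.53, Mfap5 1.20, glycolysis 0.084 and the fibroblast-like share 0.25. Scrublet, which called too few cells to have worked, gave T and NK-like Fbn1 3.05, cell cycle -0.61 and muscle markers -0.35, and a minimum of 10 summed UMIs gave keratinocyte markers -1.57. The gap in cells with Fbn1 UMIs was 14.4 points for at least 3 (24.8) and 18.7 for at least 5 without thinning, and 15.7 for at least 1 (9.33) and 20.1 for at least 5 when thinned to 1000. At 1.5-fold 48 genes lay apart in several classes at once by the rule given above, 15 higher and 33 lower, most of the lower with 0 UMIs in TSK endothelial-like cells (13 at 2-fold, 8 higher and 5 lower). At a minimum of 20 CPM 30 of the 54 named genes were shared. Lower resolution left no melanocyte-like or satellite-like class, and separate clustering no B-like class in WT, so these gave no value.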

Other observations

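The tests cited here were chosen after the results were seen.

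Immediate early and interferon genes differed between the 7 cell classes in which they were compared. The dissociation and immediate early list had a median of -0.64 in red cell-like, -0.51 in fibroblast-like, -0.25 in Schwann-like, -0.07 in T and NK-like, 0.10 in macrophage and dendritic-like, 0.27 in skeletal muscle-like and 0.46 in keratinocyte-like cells. The interferon response list had a median of -0.85 in Schwann-like (percentile 0.055), -0.18 in keratinocyte-like, 0.00 in T and NK-like, 0.30 in fibroblast-like, 0.43 in skeletal muscle-like (3 measured), 0.69 in red cell-like and 1.498 in macrophage and dendritic-like cells. Mitochondrially encoded genes had a median of -0.65 in skeletal muscle-like (percentile 0), -0.13 in keratinocyte-like, -0.07 in Schwann-like, 0.00 in T and NK-like, 0.07 in macrophage and dendritic-like, 0.29 in fibroblast-like and 0.55 in red cell-like cells. These differences between classes were not tested.

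Red cell markers went opposite ways, with Hbb-bs at 2213 CPM in WT and 166 in TSK keratinocyte-like cells and at 270 and 2208 in macrophage and dendritic-like cells. Of the 7 classes measured, the libraries mixed least in fibroblast-like and macrophage and dendritic-like cells, where 35.01% and 30.2% of neighbours came from the other library, against 50.01% and 43.1% under full mixing, while T and NK-like cells had 47.02% against 49.4%.

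Mfap5 in TSK lay above the level predicted from fibroblast-like cells in T and NK-like cells (2.28 times) and skeletal muscle-like cells (2.56 times) as well as in keratinocyte-like cells. Fstl1 lay above it too in TSK, at 1.57 (1.34 to 1.84) times in T and NK-like and 1.25 (1.09 to 1.43) times in skeletal muscle-like cells. In WT Fstl1 was at 1.55 (1.22 to 1.94) times in T and NK-like and 0.623 (0.417 to 0.895) times in skeletal muscle-like cells. A candidate source of the Mfap5 excess is free RNA from the fibroblast-like barcodes above the upper UMI limit, where Mfap5 was higher than in kept cells (1783 against 977 CPM). The free RNA test took the kept cells as the source and covered keratinocyte-like cells alone, where its median in TSK was 1.21 over Fbn1, Mfap5 and Fstl1. No test took the removed barcodes as the source.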
